# DNA Methylation and Expression Profiles of Whole Blood in Parkinson’s Disease

**DOI:** 10.3389/fgene.2021.640266

**Published:** 2021-04-26

**Authors:** Adrienne R. Henderson, Qi Wang, Bessie Meechoovet, Ashley L. Siniard, Marcus Naymik, Matthew De Both, Matthew J. Huentelman, Richard J. Caselli, Erika Driver-Dunckley, Travis Dunckley

**Keywords:** Parkinson’s, DNA methylation, RNA-seq, biomarker, Parkinson’s and related diseases, mRNA-seq, expression profiling, methylation profiling

## Abstract

Parkinson’s disease (PD) is the second most common age-related neurodegenerative disease. It is presently only accurately diagnosed at an advanced stage by a series of motor deficits, which are predated by a litany of non-motor symptoms manifesting over years or decades. Aberrant epigenetic modifications exist across a range of diseases and are non-invasively detectable in blood as potential markers of disease. We performed comparative analyses of the methylome and transcriptome in blood from PD patients and matched controls. Our aim was to characterize DNA methylation and gene expression patterns in whole blood from PD patients as a foundational step toward the future goal of identifying molecular markers that could predict, accurately diagnose, or track the progression of PD. We found that differentially expressed genes (DEGs) were involved in the processes of transcription and mitochondrial function and that PD methylation profiles were readily distinguishable from healthy controls, even in whole-blood DNA samples. Differentially methylated regions (DMRs) were functionally varied, including near transcription factor nuclear transcription factor Y subunit alpha (*NFYA*), receptor tyrosine kinase *DDR1*, RING finger ubiquitin ligase (*RNF5*), acetyltransferase *AGPAT1*, and vault RNA *VTRNA2-1*. Expression quantitative trait methylation sites were found at long non-coding RNA *PAX8-AS1* and transcription regulator *ZFP57* among others. Functional epigenetic modules were highlighted by *IL18R1*, *PTPRC*, and *ITGB2*. We identified patterns of altered disease-specific DNA methylation and associated gene expression in whole blood. Our combined analyses extended what we learned from the DEG or DMR results alone. These studies provide a foundation to support the characterization of larger sample cohorts, with the goal of building a thorough, accurate, and non-invasive molecular PD biomarker.

## Introduction

Parkinson’s disease (PD) is a common neurodegenerative disease, second in prevalence only to Alzheimer’s disease (Mayeux and Stern, 2012; Tysnes and Storstein, 2017). It is projected to afflict nearly one million people in the US alone by 2020. PD characteristically manifests as overt motor defects following the destruction of dopaminergic neurons in the substantia nigra and is pathologically associated with α-synuclein protein aggregation into intracellular cytoplasmic inclusions, termed Lewy bodies. This brain pathology may result from initial insults *via* olfaction or in the gut, with retrograde trafficking into the affected brain regions (Hawkes et al., 2009; Planken et al., 2017). Neurodegeneration occurs early in the dopaminergic neurons of the substantia nigra, but Lewy body pathology occurs in limbic and cortical areas as PD progresses (Mattila et al., 2000).

Currently, PD diagnosis is predominantly based on the clinical manifestations of the disease, namely, by the findings of tremor, rigidity, and bradykinesia. Extrastriatal, non-motor symptoms of PD, including cognitive problems, apathy, depression, anxiety, hallucinations, and psychosis as well as sleep disorders, fatigue, autonomic dysfunction, sensory problems, and pain, can begin years before diagnosis, accompany the course of disease progression, and are major factors in reduced quality of life (Barone et al., 2009). The clinical diagnostic accuracy of 53% in these early stages of PD is unacceptably low (Mehta and Adler, 2016). Ongoing prevention therapy research is currently underway (Olanow and Schapira, 2013) and would be greatly facilitated by increased diagnostic accuracy at early-stage PD. Indeed, currently on average, over half of all dopaminergic neurons in the substantia nigra are already lost by the time of accurate clinical diagnosis (Delenclos et al., 2016), making prevention approaches problematic. A combination of multiple biomarker approaches as a diagnostic panel could accelerate improvements in early diagnostic accuracy. This will be important in pushing the point at which diagnosis or high-risk prediction can be made to an even earlier time point in pre-motor prodromal stages. To this end, multiple pre-motor biomarkers are actively being investigated for their potential to identify early-stage PD or patients at risk for developing PD (Haas et al., 2012), including clinical measures (rapid eye movement behavior disorder, olfactory deficits, mood disorders), molecular measures (α-syn in cerebrospinal fluid and blood), and brain imaging.

Epigenetic factors, which can be modified by both environment and ongoing disease processes, are emerging as important components of neurodegenerative diseases, including PD (Pavlou and Outeiro, 2017). The dynamic process of DNA methylation is one of the most commonly studied epigenetic regulators in human disease. Addition of a methyl group primarily occurs on cytosine bases that are next to guanines, referred to as CpG sites, but methylation can also occur to a much lesser extent on cytosines next to other bases (Messerschmidt et al., 2014). Initial hypotheses regarding methylation function were mainly centered around the polarizing effects that it can confer on gene expression (e.g., imprinting). However, the effects of DNA methylation on gene expression are far more nuanced and can be heavily context dependent.

Hypomethylation of the α-synuclein gene (*SNCA*) promoter region has been reported in the substantia nigra of PD patients in some studies (Jowaed et al., 2010; Matsumoto et al., 2010), yet it is not replicated in others (Richter et al., 2012; Guhathakurta et al., 2017). Epigenomic changes associated with other genes, including hypomethylation of *NPAS2* (Lin et al., 2012) and *CYP2E1* (Kaut et al., 2012) and hypermethylation of *PGC1-*α (Su et al., 2015) and the H1 haplotype of Tau (*MAPT*) (Coupland et al., 2014), have also been implicated in PD. More recently, epigenome-wide association studies (EWAS) have identified a concordant dysregulation of the methylome in the brain and blood of PD patients (Masliah et al., 2013). Two additional EWAS have identified sites of altered DNA methylation throughout the genome in blood samples of PD patients versus controls (Moore et al., 2014; Chuang et al., 2017), suggesting that PD is associated with altered methylation that can be detected in peripheral blood samples and raising the possibility that a peripheral epigenetic biomarker of PD could be possible. Wang et al. (2019) recently published a PD blood meta-analysis combining methylation and expression array datasets, though the data types were not from the same patients. We recently determined that specific epigenetic signatures also correlate with PD progression (Henderson-Smith et al., 2019), suggesting that peripheral DNA methylation may also have utility for the tracking of disease progression.

The primary functional consequence of DNA methylation is a resulting effect on the regulation of gene expression. Thus, altered DNA methylation would be predicted to alter mRNA expression levels as well. In the current work, we profiled the methylome of whole blood from PD and healthy age-matched controls using the Illumina Infinium 450K Human Methylation bead chip and also performed mRNA-seq on the same blood samples to identify DNA methylation loci that are associated with differential gene expression. We present two data types collected from a single well-defined patient cohort intended as preliminary information for a large-sample-size longitudinal PD biomarker study. Our findings provide information about coordinate epigenome-wide regulation of gene expression across PD.

## Methods

### Patient Demographics

All studies were approved by the institutional review boards in accordance with the Declaration of Helsinki. Informed consent was obtained from all participants. The study participants completed a comprehensive neurologic examination and have received a clinical diagnosis of PD (*n* = 15) or control (CON; *n* = 15) from board-certified specialists at the Mayo Clinic, Arizona. The PD and CON patients were 27 and 53% female, respectively. The average ages per group at sample collection were 68 ± 5.2 (CON) and 71.3 ± 7.1 (PD) years old. The PD individuals were at an earlier stage [Hoehn and Yahr = 1.89 ± 0.48; UPDRS Part 3 (off) = 13.9 ± 2.1] and were cognitively normal based on the Mini-mental Status Exam (MMSE) score of 29 or greater. The controls had no evidence of a movement disorder and had MMSE scores of 30 in all cases.

### Blood Collection and DNA and RNA Extraction

Peripheral blood was collected from patients using standard venipuncture techniques into PreAnalytiX PAXgene blood DNA and RNA tubes. The vacutainers were inverted several times and stored at −80°C. The samples were isolated from peripheral leukocytes, according to the manufacturer’s instructions, with the PAXgene DNA or RNA isolation kits (Qiagen). The isolated samples were stored at −20°C.

### Methylation Array Procedure

We examined methylation using Illumina Infinium HumanMethylation450K Beadchips as per the manufacturer’s protocol. Genomic DNA samples were first bisulfite-converted using the Zymo EZ DNA methylation kit, as per the manufacturer’s instructions, with the alternative incubation conditions specified in the protocol for compatibility with the Illumina Infinium Methylation Assays. The bisulfite-converted DNA was amplified, fragmented, precipitated, resuspended, and hybridized to bead chips following the manual’s protocol. Fluorescent staining was automated with Illumina’s Tecan system. The chips were coated and vacuum-dried for preservation before scanning to retrieve fluorescence intensity data, representing methylated or unmethylated positions, with Illumina’s iScan.

### Methylation Analysis

The ChAMP pipeline (Tian et al., 2017) for Illumina 450K methylation array was used for all the analyses following the default workflow. Raw data (.idat files) were loaded into the program, and multiple filtering steps were first applied to exclude probes with detection *p*-value (default > 0.01), probes with < 3 beads in at least 5% of samples per probe, all non-CpG probes contained in the dataset, all single-nucleotide polymorphism (SNP)-related probes, all multi-hit probes, and all probes located in sex chromosomes. Data were then normalized with BMIQ Method (Teschendorff et al., 2013), and batch effects were corrected by ComBat (Johnson et al., 2007). Cell proportion was calculated based on a reference DNA methylation profile, and cell type influence on the whole blood data was removed by RefbaseEWAS (Houseman et al., 2012). The “estimateCellCounts” function in minfi (Aryee et al., 2014) was used to estimate the proportional abundance of blood cell types in the each sample based on the intensity specific for inter-group comparisons as probes present in the array.

Differentially methylated promoters/regions (DMRs) were detected using the β values by the Limma (Ritchie et al., 2015) and BumpHunter method (Jaffe et al., 2012), respectively, as implemented in ChAMP. When technical replicates exist for the same sample, one data point was randomly picked for analysis.

### RNA Sequencing and Expression Analysis

mRNA was sequenced using the Illumina TruSeq RNA Library Prep kit on the HiSeq 2000 platform following the manufacturer’s protocol. Paired-end RNA reads were aligned to human genome reference (GRCh37 ensembl version 70), using STAR RNAseq read aligner (Dobin et al., 2013), and accepted mapped reads were summarized to gene level counts using the “featureCounts” function of the subread software package (Liao et al., 2013). Differentially expressed genes (DEGs) were reported by the DESeq2 package (Love et al., 2014) from the count matrix following standard protocol, using age + sex + RIN as covariates.

### eQTM Analysis

Expression quantitative trait methylation (eQTM) analysis was performed by applying the principle of expression QTL (eQTL) analysis to our DNA methylation and RNAseq datasets. Associations between differentially methylated loci and changes in gene expression were identified using the MatrixEQTL package (Shabalin, 2012) in R. eQTMs were measured in both *cis* (<1 Mbp from a gene) and *trans* (>1 Mbp from a gene).

### Functional Annotations

Gene ontology (GO) annotations and classifications were performed with the R package clusterProfiler (Yu et al., 2012) and web-based GeneMania (Montojo et al., 2010). Gene set enrichment analysis (GSEA) from the function “gseGO” was applied to the DEGs by setting nPerm = 1,000, minGSSize = 100, and maxGSSize = 500.

### Functional Network Analysis

Supervised functional network analysis was performed using an algorithm called functional epigenetic modules (FEM) in R, specifically to integrate the analysis of Illumina Infinium 450k array data with matched or unmatched gene expression data (Jiao et al., 2014). The statistics of differential DNA methylation and gene expression were obtained from “GenStatM” and “GenStatR” functions as implemented in FEM based on the normalized methylation and gene expression data matrices mapped to entrez ID. The normalized methylation data matrix was obtained from ChAMP. For the gene expression data matrix, genes with at least one count per million mapped reads in at least half of the sample libraries were retained first and then normalized using the “voom” function in the Limma package. Genes were mapped from ensembl ID to entrez ID using the R package biomaRt (Durinck et al., 2009). The protein interaction network used in the study includes only protein–protein interactions derived from Pathway Commons (Cerami et al., 2011) and was downloaded from http://sourceforge.net/projects/funepimod/files under filename “hprdAsigH^∗^.Rd.”

## Results

### Differential Expression

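Whole blood was drawn into PAXgene tubes, which stabilise the RNA of blood cells at collection, and its mRNA was sequenced as paired-end reads on an Illumina HiSeq instrument. Libraries of 12 PD donors and 14 controls were analysed here. The paper gives 15 participants with PD and 15 controls, and does not say how many entered its expression comparison. The authors aligned the reads with STAR to GRCh37 (Ensembl version 70) and counted them on genes with featureCounts, and the deposited values are whole-number counts for 63677 Ensembl genes without normalization. The text gives no strand setting and does not say how the mates of a pair were counted. Between 17187859 and 22930213 counts fell on genes in the PD libraries, with a median of 18776197, and between 16526298 and 21433185 in the control libraries, with a median of 18988028. The totals did not differ between the groups (two-sided permutation test, p = 0.600). A large part of each library came from globin genes, whose transcripts are carried by red blood cells. They took a median of 25.9% of the counts in PD (SD 18.8, n = 12) and 41.1% in controls (SD 13.0, n = 14) (two-sided permutation test, p = 0.0484, and 0.0852 after Benjamini-Hochberg adjustment over 9 measures of library quality). Counts outside globin genes had a median of 13280912 in PD and 10775204 in controls (two-sided permutation test, p = 0.0356, and 0.0852 after the same adjustment). Genes with at least 1 CPM (count scaled to the library size) in at least 50% of the libraries were kept, which left 12806 genes, and counts were scaled by edgeR's TMM method. The CPM values given for single genes use library sizes scaled by TMM, while the filter used unscaled sizes. PD was compared with control by edgeR's quasi-likelihood test without covariates. Age, sex and RNA integrity, which the study entered in DESeq2, were therefore not adjusted for. The paper gives a smaller share of women in PD than in controls, so sex is not separated from PD in this comparison.

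**Figure D1:**
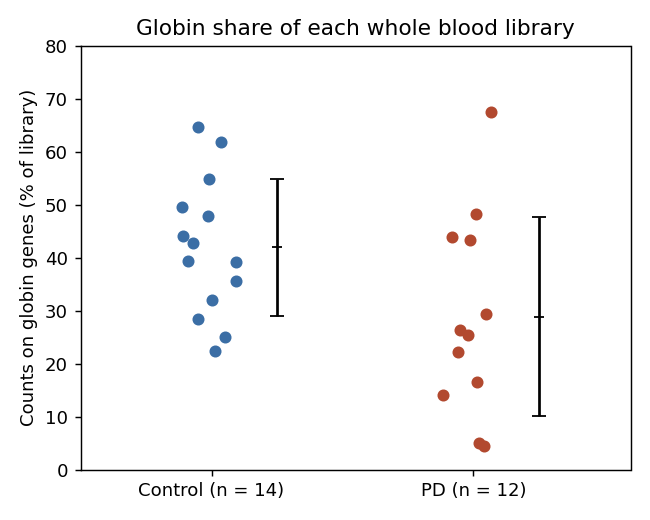
Share of counts on globin genes (vertical axis, % of the library) in each library of the 14 controls and 12 PD donors, with the mean and SD beside the points. The PD libraries spread from 4.43% to 67.6% and the control libraries from 22.4% to 64.6%.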

Differentially expressed genes in PD samples relative to controls are shown in Table 1 and Figure 1. 

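Among the 12806 genes tested in 12 PD and 14 control libraries, 0 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest adjusted p-value was 0.0572 with DESeq2, the tool the paper names, run here without its covariates, and 0.283 with edgeR. At an unadjusted p under 0.05 there were 2225 genes, of which 1390 were higher and 835 lower in PD (785 and 696 without one PD library), where the threshold alone would give 640.3 of independent genes. At an unadjusted p under 0.01 there were 365 genes, 232 higher and 133 lower. The 0.05 count moved most, by factor, with surrogate variables as covariates, to 712, and rose to 5164 of the 38361 genes tested when no filter on low counts was applied. With each library left out in turn, the number of genes past the adjusted threshold stayed at 0 in 26 fits, and the number at an unadjusted p under 0.05 ran from 1281, without one PD library, to 3487, without one control library. The number under 0.01 ran from 158, without one PD library, to 1101, without one control library. The log2 fold changes fell with the GC content of the genes (Spearman correlation −0.68 across 12548 genes, which are not independent replicates). With the GC trend of each library removed, a step chosen after seeing the data, 1257 genes had an unadjusted p under 0.05. Among the genes higher in PD, the smallest p-values belonged to SLITRK4, RCAN1, SLCO4C1, DPH6 and LSMEM1, and among the genes lower in PD to FLYWCH1, TRBV2, ISG15, IFI6 and ENSG00000236304. SLITRK4 (ENSG00000179542), a protein-coding gene on chromosome X of GRCh37 from 142710595 to 142723916, was at 1.81 ± 0.79 CPM (SD, n = 12) in PD and 0.84 ± 0.34 (SD, n = 14) in controls, with a log2 fold change of 1.11 (standard error 0.25, p = 9.5e-05). It lies close to the limit of the filter and was tested in 13 of the 26 fits that left out a library.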

Of the 526 DEGs, 30 were significant after multiple test correction (false discovery rate, FDR < 0.05). Gene set enrichment analysis showed three significant molecular functions for PD *vs*. control genes, which are related to nucleic acid binding (Table 2). 

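The members of the paper's gene ontology terms are not listed in its text, so lists of respiratory chain and ATP synthase genes fixed before the data were examined were tested in their place. For its terms the paper counts genes in a network, which is not a test of a list as a whole. Of 63 respiratory chain genes, 62 were tested, none of them mitochondrially encoded, with a mean log2 fold change of −0.05. By direction, 18 were higher and 44 lower in PD. The set was not separated from the other genes (camera with the correlation between genes estimated from the data, p = 0.351, adjusted p = 0.571 over 14 sets), and its mean score per donor did not differ between the groups (two-sided permutation test, p = 0.220). The 15 ATP synthase genes had a mean log2 fold change of −0.07 (camera, p = 0.415, and permutation test, p = 0.309). With a preset correlation of 0.01 between genes, camera placed both sets lower in PD (adjusted p = 0.00104 and 0.0458), and neither call held under fry (adjusted p = 0.392 and 0.413) or under the estimated correlation. At an unadjusted p under 0.05 there were 13 respiratory chain genes where 10.8 would be drawn by chance from the genes tested (two-sided Fisher's exact test, p = 0.50, adjusted p = 1 over 12 overlaps), 5 of them higher and 8 lower. Within the list the log2 fold change fell with GC content (Spearman correlation −0.75 across 62 genes, which are not independent replicates). The 13 mitochondrially encoded genes formed a separate list and were all lower in PD, with a mean log2 fold change of −0.46. For that list the two-sided permutation test gave p = 0.0296 (adjusted p = 0.207 over 14 sets).

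**Figure D2:**
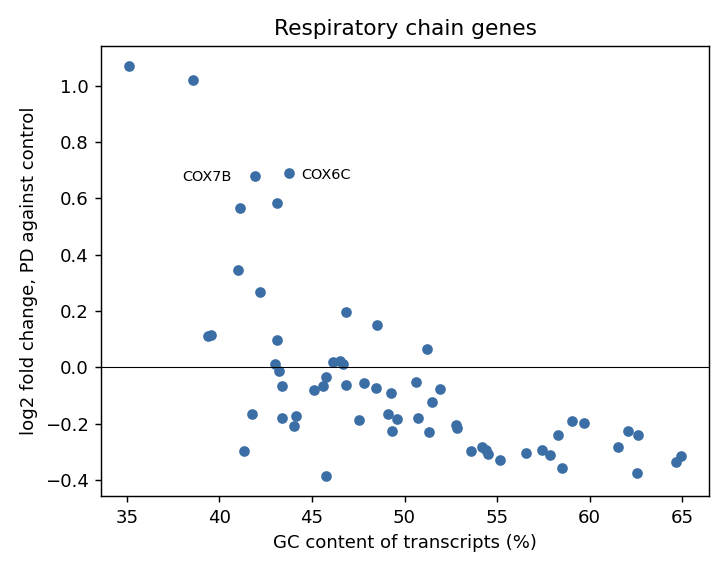
log2 fold change of PD against control (vertical axis) against the GC content of the transcripts (horizontal axis, %) for 62 respiratory chain genes, one point per gene. COX6C and COX7B lie among the genes of low GC content, and most genes lie under 0.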

Other top gene ontology terms for this group of genes were primarily related to cellular respiration and electron transport (Table 2). Data are available under GEO accession code GSE165083.

**TABLE 1:** Nine genes were under-expressed and 21 genes were overexpressed in Parkinson’s disease (false discovery rate ≤ 0.05).

**Gene**	**Log (fold change)**	***p***	***p* (adjusted)**
FOSB	−0.69	4.93E-05	0.048
ETV7	−0.68	4.95E-06	0.046
TUBB6	−0.60	7.32E-05	0.048
PC	−0.54	1.70E-05	0.048
ZDHHC11	−0.50	9.27E-05	0.048
KLC3	−0.48	9.55E-05	0.048
LINC00265	−0.43	7.21E-06	0.046
TARS2	−0.39	7.31E-05	0.048
ZNF142	−0.30	4.28E-05	0.048
RPS24	0.78	2.21E-05	0.048
CDK14	0.68	1.06E-04	0.048
CLEC2B	0.67	5.84E-05	0.048
RPL34	0.66	9.98E-05	0.048
BCL2A1	0.66	6.74E-05	0.048
TCF4	0.65	8.46E-05	0.048
COMMD6	0.64	5.25E-05	0.048
LY96	0.64	2.58E-05	0.048
LSM3	0.63	2.59E-05	0.048
S100A8	0.62	1.11E-04	0.048
LSMEM1	0.61	3.36E-05	0.048
COX6C	0.61	1.01E-04	0.048
COX7B	0.61	9.97E-05	0.048
RCAN1	0.61	2.59E-05	0.048
RNF175	0.59	6.96E-05	0.048
RAD51C	0.56	3.18E-05	0.048
FAM200B	0.49	4.75E-05	0.048
lnc-PDK3-1	0.46	8.66E-05	0.048
GLIPR1	0.45	4.59E-05	0.048
KIN	0.42	1.09E-04	0.048
NPEPPS	0.35	1.07E-04	0.048

**FIGURE 1:**
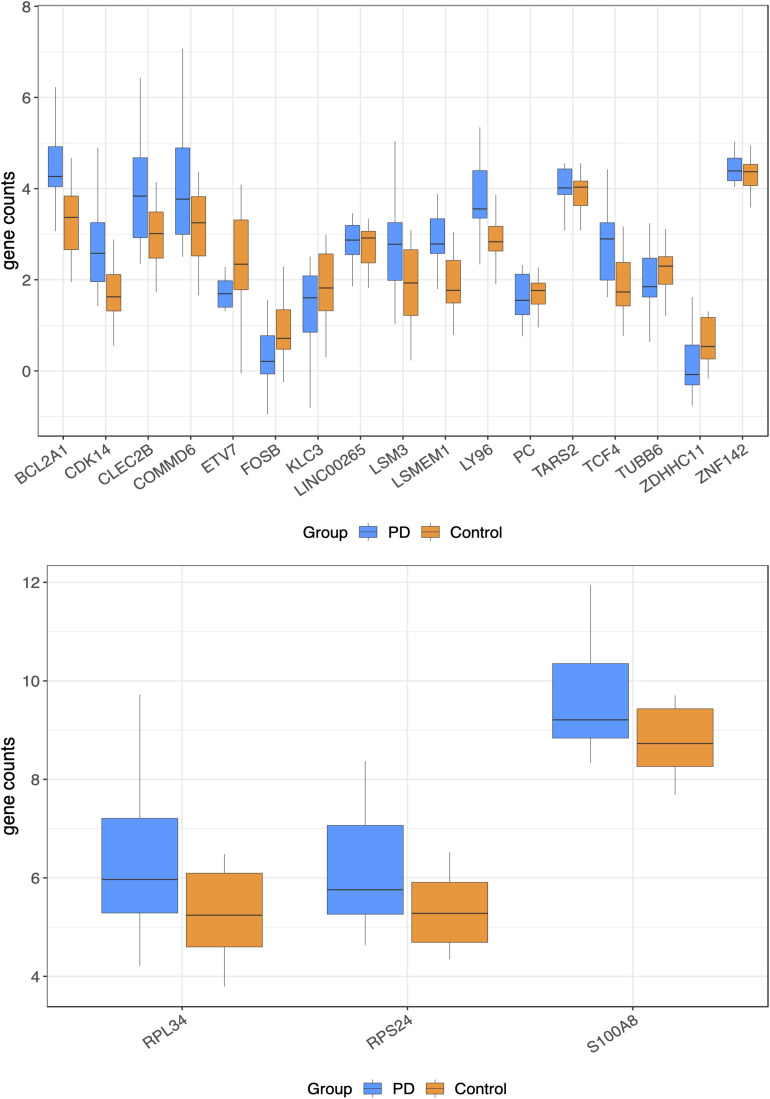
Normalized gene counts for the top 20 genes significant differentially expressed genes (the plots were divided for clearer viewing).

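Of the 30 genes of Table 1, 29 were matched by name to the count table and tested, and lnc-PDK3-1 was not matched. The direction was that of Table 1 for 29 of 29 genes. At an unadjusted p under 0.05 there were 26, and the same number adjusted over the list alone, which is not independent evidence because the study chose the list on these or overlapping donors. None passed an adjusted p of 0.05 over all genes tested (0 of 29, from 0.283 to 0.356), while 26 had an unadjusted p under 0.05. The genes higher in PD had a median log2 fold change of 0.67, from 0.27 to 1.23, and the genes lower in PD a median of −0.44, from −1.25 to −0.21. RPS24 (ENSG00000138326), on chromosome 10 of GRCh37 from 79793518 to 79816571, had 108.5 ± 133.9 CPM (SD, n = 12) in PD and 46.4 ± 15.3 (SD, n = 14) in controls. Its log2 fold change was 1.23 (standard error 0.37, p = 0.00227), and 7 of 12 PD donors were above the control median. Without one PD library the log2 fold change was 0.66, and with the first principal component as a covariate 0.38 (p = 0.195). With surrogate variables it was 0.55 (p = 0.00677) and with the GC trend removed 1.01 (p = 0.00412). Reads of RPS24 and RPL34 can be shared with 14 and 21 annotated pseudogenes named after them, so both values are uncertain. RCAN1 (ENSG00000159200), on chromosome 21 from 35885440 to 35987412, had 5.17 ± 1.09 CPM (SD, n = 12) in PD and 3.30 ± 0.86 (SD, n = 14) in controls, with a log2 fold change of 0.65 (standard error 0.15, p = 1.13e-04), and 12 of 12 PD donors were above the control median. LSMEM1 (ENSG00000181016) had a log2 fold change of 0.64 (standard error 0.16, p = 4.29e-04), and 11 of 12 PD donors were above the control median, though it shares exons with IFRD1 on the same strand. Of the 29 genes, 6 lost more than a factor of 1.5 of their log2 fold change when a single PD library was left out, and for 4 of these it was the same library. With surrogate variables as covariates 17 of the 29 genes had an unadjusted p under 0.05, with the first principal component 13, and with the GC trend removed 13.

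**Figure D3:**
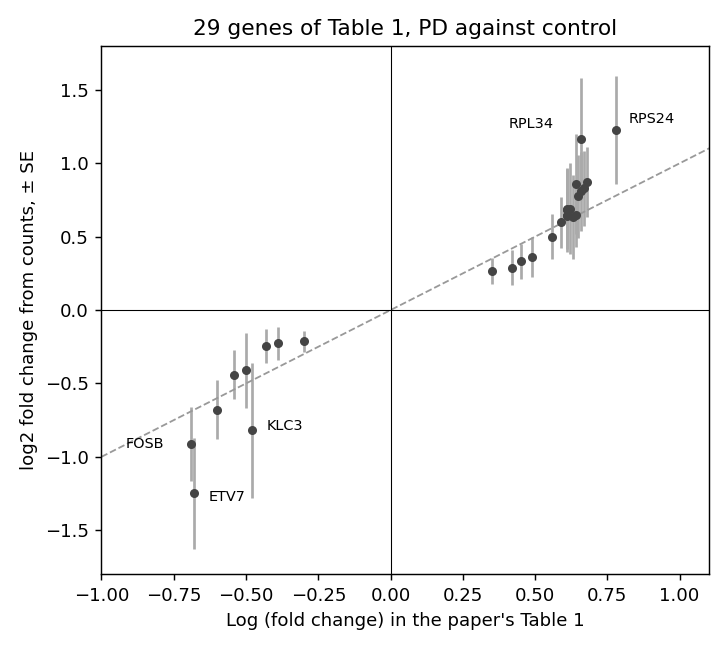
log2 fold change ± standard error from the counts of 12 PD and 14 control libraries (vertical axis) against the value in the paper's Table 1 (horizontal axis) for 29 genes, one point per gene, with the dashed line marking equal values. The genes lie on the same side of 0 on both axes.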

**TABLE 2:** Gene set enrichment analysis (GSEA) molecular functions and gene ontology (GO) biological functions of differentially expressed genes.

**GSEA molecular functions**								**GO biological functions**			
**ID**	**Description**	**Set**	**Enrichment**	**Normalized**	***p***	**p**	***q***	**Function**	**False**	**Genes in**	**Genes in**
		**size**	**score**	**enrichment**		**(adjusted)**			**discovery**	**network**	**genome**
				**score**					**rate**		
GO:1901363	Heterocyclic compound binding	181	−0.22	−1.93	0.003	0.033	0.024	Respiratory electron transport chain	1.33E-11	11	103
GO:0097159	Organic cyclic compound binding	183	−0.21	−1.84	0.007	0.033	0.025	Electron transport chain	1.33E-11	11	104
GO:0003676	Nucleic acid binding	133	−0.21	−1.73	0.012	0.041	0.03	Cellular respiration	2.53E-10	11	140
								Mitochondrial inner membrane	1.49E-08	11	208
								Organelle inner membrane	1.93E-08	11	221
								Mitochondrial membrane	1.93E-08	12	294
								Hydrogen ion transmembrane transport	3.93E-08	7	44
								Energy derivation by oxidation of organic compounds	2.24E-07	11	285
								Proton transport	1.49E-06	7	75
								Hydrogen transport	1.62E-06	7	77
								Response to fungus	4.27E-03	3	11
								Monovalent inorganic cation transport	8.06E-03	7	273
								Lipopolysaccharide-mediated signaling pathway	8.59E-02	3	30

### Differentially Methylated Regions

We found 31 differentially methylated regions. Thirteen regions were comprised of CpG sites that were hypermethylated in PD, and 18 regions were hypomethylated (Table 3). The DMRs were found in 13 chromosomes; chromosome 6 alone contained nine DMRs. DMR1 comprised seven CpG sites at *NFYA* (*p* = 3 × 10^–4^; Figure 2A). DMR5 contained 15 CpG sites that span the vault RNA2-1 (*VTRNA2-1*; *p* = 9 × 10^–4^) gene region (Figure 2B). Ten CpG sites for DMR15 were near cytochrome P450, family 1, subfamily A, polypeptide 1 (*CYP1A1*; *p* = 5.2 × 10^–3^; Figure 2C). DMR18 mapped to the discoidin domain receptor tyrosine kinase 1 (*DDR1*; *p* = 7.5 × 10^–3^) gene region where eight CpG sites were hypomethylated in PD (Figure 2D).

**TABLE 3:** Thirteen hypermethylated and 18 hypomethylated in Parkinson’s disease.

**Name**	**Region location**	**value**	**CpGs**	***p***	**Nearest genes**
DMR 2	chr6:32145146-32146779	0.40	37	0.0004	RNF5P1, RNF5, AGPAT1
DMR 4	chr2:239140032-239140340	1.43	7	0.0006	LOC151174, LOC643387
DMR 5	chr5:135415693-135416613	0.71	15	0.0009	VTRNA2-1
DMR 6	chr5:35617730-35618383	0.94	11	0.0013	SPEF2
DMR 7	chr1:75198211-75199117	0.91	11	0.0014	TYW3, CRYZ
DMR 11	chr6:31148332-31148666	0.53	14	0.0023	
DMR 17	chr7:130419042-130419514	0.40	14	0.0057	KLF14
DMR 16	chr1:205818956-205819609	0.80	7	0.0065	PM20D1
DMR 22	chr2:54086854-54087343	0.53	11	0.0068	GPR75, LOC100302652
DMR 19	chr10:49812686-49813208	0.77	7	0.0074	ARHGAP22
DMR 20	chr2:183943181-183943551	0.69	8	0.0078	DUSP19
DMR 25	chr22:45809523-45810043	0.44	10	0.0151	SMC1B, RIBC2
DMR 28	chr5:158689930-158690540	0.60	7	0.0158	UBLCP 1
DMR 1	chr6:41068553-41068752	−1.59	7	0.0003	NFYA
DMR 3	chr6:30038754-30039408	−0.40	27	0.0005	RNF39
DMR 8	chr6:31691597-31692375	−0.47	18	0.0018	C6orf25
DMR 10	chr1:223566127-223567173	−0.76	11	0.0025	C1orf65
DMR 9	chr6:74104097-74104868	−0.98	8	0.0025	DDX43
DMR 12	chr6:31275551-31275881	−0.74	10	0.0030	
DMR 13	chr7:27169674-27170994	−0.41	18	0.0031	HOXA4
DMR 14	chr6:33084420-33084933	−0.41	17	0.0031	HLA-DPB2
DMR 15	chr15:75019070-75019376	−0.63	10	0.0052	CYP1A1
DMR 18	chr6:30853948-30854233	−0.69	8	0.0075	DDR1
DMR 21	chr17:7832479-7833237	−0.68	8	0.0081	KCNAB3
DMR 23	chr3:10149803-10150139	−0.57	9	0.0105	C3orf24
DMR 24	chr18:23713595-23714084	−0.52	9	0.0140	PSMA8
DMR 31	chr10:77542354-77542585	−0.59	7	0.0168	C10orf11
DMR 27	chr8:144659831-144661051	−0.48	9	0.0178	NAPRT1
DMR 26	chr11:67383377-67384040	−0.53	8	0.0184	
DMR 29	chr10:4868328-4868690	−0.51	8	0.0205	AKR1E2
DMR 30	chr1:1108820-1109832	−0.50	8	0.0227	TTLL10

**FIGURE 2:**
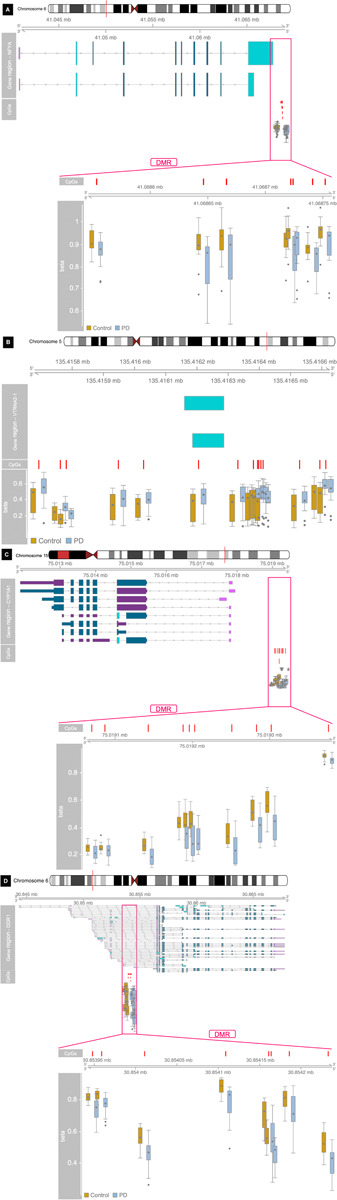
Differentially methylated regions nearest to the following genes: **(A)** *NFYA*, **(B)** *VTRNA2-1*, **(C)** *CYP1A1*, and **(D)** *DDR1*.

### eQTM for Parkinson’s Disease

Our eQTM analysis showed 27 *cis* and 67 *trans* CpG sites associated with differential gene expression. After FDR correction (FDR ≤ 0.05), 19 *cis* and 43 *trans* eQTMs remained significant. In the *cis*-eQTM set, there were two genes associated with the majority of CpG sites: PAX8 antisense RNA1 (*PAX8-AS1*) and zinc finger protein 57 (*ZFP57*) (10 and 12 sites, respectively, Table 4 and Figure 3). Solute Carrier Family 29 Member 1 (*SLC29A1*, a.k.a. *ENT1*) was an additional gene of interest in the *cis*-eQTMs for its role in Alzheimer’s and Huntington diseases (Guitart et al., 2016; Lee et al., 2018), though it did not pass significance after multiple test correction (FDR = 0.07; Table 4). There were five genes in the *trans* set that made up the majority of eQTMs (Table 5): C-type lectin domain containing 11A (*CLEC11A*), signal-induced proliferation-associated 1, like 2 (*SIPA1L2*), ribosomal protein L29 (*RPL29* pseudogene/AL450405.1), and T cell receptor beta variable 11-2 (*TRBV11-2*). Multiple genes are generally expected to be associated with some of the same single CpG sites. Therefore, an individual gene associated with multiple CpG sites may be suggestive of a gene under tighter regulatory control.

**TABLE 4:** *cis*-eQTM sites (< 1 Mbp from a gene) with false discovery rate (FDR) < 0.05 are shown, with the exception of three sites corresponding to *ZFP57* and an additional gene of interest (*ENT1*).

**CpG**	**Gene**	**Statistic**	***p***	**FDR**
cg19083407	PAX8-AS1	−11.52	1.53E-10	0.001
cg23564664		10.78	5.13E-10	0.002
cg07594247		−10.43	9.29E-10	0.002
cg17445212		−10.33	1.10E-09	0.002
cg12889195		−10.00	1.93E-09	0.003
cg07772999		−9.22	7.87E-09	0.01
cg11763394		−9.13	9.34E-09	0.01
cg21550016		−9.09	9.97E-09	0.01
cg02675527		9.04	1.10E-08	0.01
cg21482265		−8.81	1.69E-08	0.01
cg15708526	ZFP57	−9.69	3.34E-09	0.005
cg07134666		−9.46	5.11E-09	0.01
cg15570656		−9.35	6.24E-09	0.01
cg16885113		−8.95	1.29E-08	0.01
cg08022281		−8.81	1.69E-08	0.01
cg04071440		−8.44	3.43E-08	0.02
cg11383134		−8.23	5.22E-08	0.02
cg03449857		−8.19	5.68E-08	0.03
cg20228636		−8.03	7.76E-08	0.03
cg13835168		−7.70	1.51E-07	0.06
cg22494932		−7.68	1.57E-07	0.06
cg11747594		−7.44	2.60E-07	0.08
cg23228858	ENT1	−7.53	2.15E-07	0.07

**FIGURE 3:**
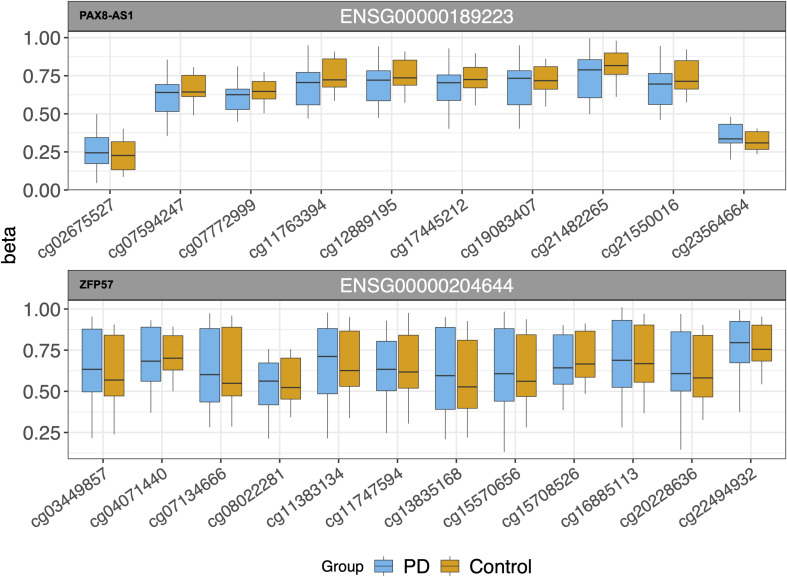
*cis*-eQTMs for multiple CpG sites near two genes (*PAX8-AS1* and *ZFP57*).

**TABLE 5:** *trans*-eQTM sites (>1 Mbp from a gene), false discovery rate (FDR) ≤ 0.05.

**CpG**	**Gene**	**Statistic**	***p***	**FDR**
cg13291296	CLEC11A	−12.09	6.34E-11	0.02
cg18894521		−11.04	3.31E-10	0.05
cg21028260		−10.98	3.70E-10	0.05

cg11460641	SIPA1L2	−13.48	8.30E-12	0.01
cg26287080		−12.69	2.58E-11	0.01
cg21622464		−12.23	5.13E-11	0.02
cg24297509		−11.57	1.42E-10	0.03
cg26914392		−11.44	1.76E-10	0.03

cg11199182	TRBV19	−11.92	8.30E-11	0.02
cg25335258		−11.67	1.22E-10	0.03
cg11342941		−11.35	2.03E-10	0.03
cg04446870		−10.97	3.72E-10	0.05
cg17153055		11.32	2.12E-10	0.03

cg26835568	AL450405.1/(RPL29) pseudogene	−13.92	4.52E-12	0.01
cg01772663		−12.82	2.13E-11	0.01
cg02810976		−11.77	1.04E-10	0.03
cg21475003		−11.70	1.16E-10	0.03
cg08272591		−11.68	1.19E-10	0.03
cg06312137		12.16	5.70E-11	0.02
cg00266592		11.54	1.49E-10	0.03
cg25593954		11.54	1.49E-10	0.03
cg12067423		11.52	1.53E-10	0.03
cg02942845		11.24	2.40E-10	0.03

cg16515546	TRBV11-2	−16.66	1.40E-13	0.00
cg13291296		−13.56	7.40E-12	0.01
cg21950182		−12.39	4.00E-11	0.02
cg17731973		−12.06	6.65E-11	0.02
cg15614872		−11.98	7.48E-11	0.02
cg06809285		−11.62	1.31E-10	0.03
cg21028260		−11.35	2.02E-10	0.03
cg18696632		14.13	3.40E-12	0.01
cg18803655		13.85	4.96E-12	0.01
cg21475544		13.63	6.74E-12	0.01
cg21300072		12.73	2.44E-11	0.01
cg01840459		11.28	2.26E-10	0.03

cg08029281	RPL26L1	11.29	2.22E-10	0.03
cg22128645	GEMIN8	11.57	1.41E-10	0.03
cg08029281	HSPB11	12.27	4.83E-11	0.02
cg25751895	PCSK1N	11.48	1.64E-10	0.03
cg24512544	ACOT11	−12.21	5.29E-11	0.02
cg08029281	TOMM7	10.98	3.71E-10	0.05
cg22793142	TTN-AS1	−11.37	1.94E-10	0.03
cg12609785	DND1P1	11.37	1.95E-10	0.03

### Functional Epigenetic Module Modeling

FEM network analysis suggested likely gene targets of nearby methylated sites by identifying inversely correlated expression and methylation levels, verified against regions in a PPI network that reflect similar patterns. There were six protein modules as follows: interleukin 18 receptor 1 (IL18R1, *p* = 0.001; Figure 4A), protein tyrosine phosphatase receptor type C (PTPRC, *p* = 0.031; Figure 4B), MOB family member 4, phocein (MOB4, *p* = 0.036), integrin subunit beta 2 (ITGB2, *p* = 0.021; Figure 4C), MYB proto-oncogene, transcription factor (MYB, *p* = 0.037), and SMAD-specific E3 ubiquitin protein ligase 2 (SMURF2, *p* = 0.018; Table 6).

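Methylation was not analysed here, and the expression side of the modules is given for their seed genes. PTPRC (ENSG00000081237), on chromosome 1 of GRCh37 from 198607587 to 198726605, had 626.0 ± 271.5 CPM (SD, n = 12) in PD and 401.0 ± 144.5 (SD, n = 14) in controls, a log2 fold change of 0.64 (standard error 0.21, unadjusted p = 0.00453). SMURF2 (ENSG00000108854), on chromosome 17 from 62538400 to 62658425, had a log2 fold change of 0.46 (standard error 0.18, unadjusted p = 0.0134). MYB, MOB4 and ITGB2 had log2 fold changes of 0.55, 0.51 and 0.09, with unadjusted p-values of 0.0266, 0.0692 and 0.527. Adjusted over the list alone, 2 of the 6 seed genes had a p-value under 0.05 (PTPRC, 0.0272, and SMURF2, 0.0403), and adjusted over all genes tested 0 of 6 did, while 4 had an unadjusted p under 0.05. The study chose these seeds on these or overlapping donors, so the count over the list is not independent evidence. With surrogate variables as covariates PTPRC was 0.09 (unadjusted p = 0.156) and SMURF2 0.16 (unadjusted p = 0.115). With the first principal component they were 0.21 and 0.17 (unadjusted p = 0.0612 and 0.0689), and with the GC trend removed 0.26 and 0.23 (unadjusted p = 0.0339 and 0.0202). MYB had an unadjusted p of 0.0539, 0.127 and 0.0833 in these fits. ITGB2 was higher with the first principal component as a covariate (0.31, unadjusted p = 0.00322), with surrogate variables (0.17, unadjusted p = 0.0142) and with the GC trend removed (0.25, unadjusted p = 0.0128). The count over the list was 0 with surrogate variables as covariates and 3 with DESeq2 (MYB added). It ran from 0 to 5 when each library was left out in turn. MOB4 shares exons with a readthrough gene on its own strand, and exons of ITGB2, MYB and SMURF2 overlap genes on the other strand.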

**FIGURE 4:**
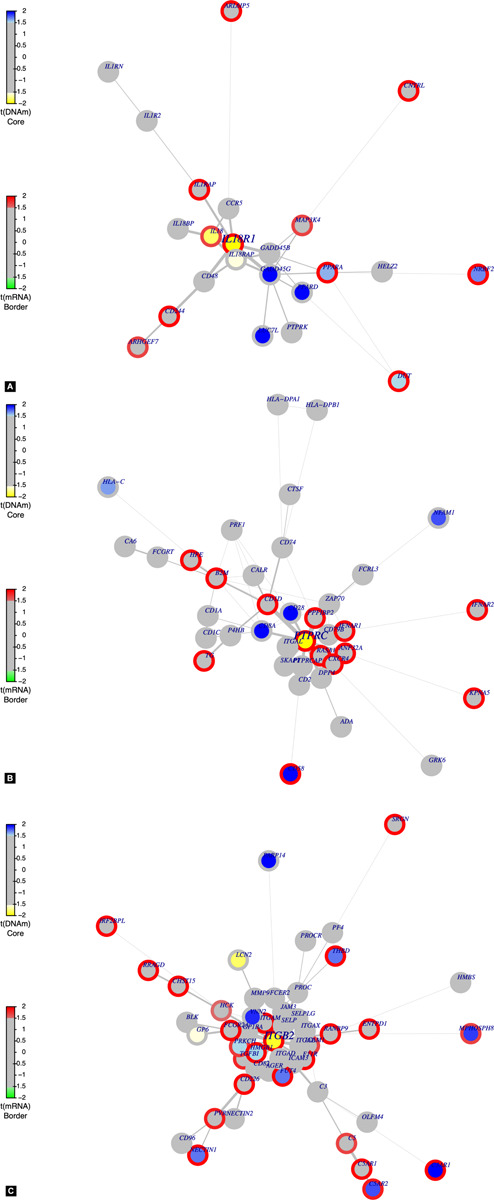
Functional epigenetic protein–protein interaction modules for **(A)** IL18R1, **(B)** PTPRC, and **(C)** ITGB2.

**TABLE 6:** Functional epigenetic modules from protein–protein interaction networks.

**Gene (seed)**	**Size (number of genes)**	**Mod**	***p***	**Sampling of genes in network**
IL18R1	23	1.83	0.001	IL18R1, GADD45B, IL1RAP, GADD45G, IL18RAP, CCR5, IL18, CD48, IL18BP, PTPRK
SMURF2	45	1.86	0.018	SMURF2, TNNT1, NEK6, TRAF4, TNFRSF1B, RNF111, RAP1B, TCAP, CCAR1, IRF8
ITGB2	50	1.42	0.021	ITGB2, TGFBI, C3, ICAM1, ITGAM, PRKCH, MMP9, GP1BA, CD82, HCK
PTPRC	38	1.25	0.031	PTPRC, ZAP70, CD1D, CD79B, ANP32A, RASA1, IFNAR1, CXCR4, CD8A, CD2
MOB4	11	1.78	0.036	MOB4, STK11, SCMH1, KIDINS220, EGLN2, PTPRS, UBE2V2, SNRK, LYPLA2, STK11IP
MYB	22	1.83	0.037	MYB, CDK6, PIM1, PPP3CA, MAF, PTGS2, PPID, ATP2B1, PTCRA, TOM1

*The direction of expression for the seed genes is inverse to the methylation levels nearest to them.*

## Discussion

In this study, we collected whole blood samples from a small cohort of PD patients and controls, carried out RNAseq and DNA methylation assays, and performed comprehensive and complete analysis of the data. In the DNA methylation data analysis, a rigorous quality control workflow was applied, with batch effects from methylation array position explicitly removed by ComBat (Johnson et al., 2007) and cell proportion adjusted for by using a reference database of DNAm profiles of the major cell types presented in whole blood, as implemented in RefbaseEWAS (Houseman et al., 2012). An analysis by singular value decomposition of the final dataset shows no strong correlation between deconvoluted components and covariates (Supplementary Figure 1); thus, in the downstream analysis, no covariates were included.

Important pathways and genes currently known in the search for PD etiology were identified in this study, even with the relatively small sample size. RNA expression and DNA methylation were queried from blood samples of age- and gender-matched PD and control groups. Analysis of the resulting data and identification of previously known genes contribute a critical step in reinforcing suspected mechanisms associated with the disease. In addition, genes and regulatory sites previously unassociated with PD, or any other neurodegenerative disorder, were identified. In the following sections, we present brief highlights of the genes and sites of interest as revealed in our results that exhibit important functional characteristics and potential disease relevance, keeping in mind that these peripheral tissue (whole blood) results may not be fully reflective of the disease etiology in the brain. However, our findings provide clues for future work and larger follow-up studies aimed at achieving a blood-based biomarker to predict, diagnose, evaluate, and possibly track the progression of PD.

### Differentially Expressed Genes

We identified ∼30 DEGs in the PD group following multiple test correction. Many of these genes are transcription factors, e.g., *FOSB*, *ETV7*, *TCF4*, *ZNF142*, etc., suggesting dysregulated peripheral gene expression in PD. Among these was fosB proto-oncogene, AP-1 transcription factor subunit (*FOSB*), an immediate early gene and also a regulator of Parkin expression in brain tissues (Patterson et al., 2016). 

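FOSB (ENSG00000125740) lies on chromosome 19 of GRCh37 from 45971253 to 45978437, and had 1.20 ± 0.62 CPM (SD, n = 12) in PD and 2.28 ± 1.04 (SD, n = 14) in controls. Its log2 fold change was −0.91 (standard error 0.25, p = 0.00125), with 1 of 12 PD donors above the control median. ETV7 (ENSG00000010030), on chromosome 6 from 36321868 to 36355577, was at 3.10 ± 2.30 CPM in PD and 7.26 ± 4.87 in controls, a log2 fold change of −1.25 (standard error 0.38, p = 0.00260). It was −0.78 (p = 0.105) with surrogate variables as covariates, −1.15 (p = 0.00898) with the first principal component and −1.13 (p = 0.00535) with the GC trend removed. For TCF4 (ENSG00000196628), on chromosome 18 from 52889416 to 53332018, the log2 fold change was 0.77 (standard error 0.29, p = 0.0114), and 0.42 without one PD library. With surrogate variables it was 0.02, with the first principal component 0.23 (p = 0.326) and with the GC trend removed 0.54 (p = 0.0297). ZNF142 (ENSG00000115568), on chromosome 2 from 219498052 to 219524378, differed least, with 18.7 ± 1.95 CPM in PD and 21.7 ± 1.81 in controls, a log2 fold change of −0.21 (standard error 0.07, p = 0.00600). With the GC trend removed it was −0.08 (p = 0.261), with surrogate variables −0.15 (p = 0.0132) and with the first principal component −0.16 (p = 0.0171). Exons of TCF4 and ZNF142 overlap genes on the other strand. Neither counting by strand nor the treatment of reads shared between genes is stated, so their counts may have gained or lost reads. Adjusted over all genes tested, each of the 4 genes had a p-value of 0.283 by edgeR's quasi-likelihood test. From such genes the paper proposes dysregulated peripheral gene expression in PD.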

In dopaminergic pathways, *FOSB* functions along the mesocorticolimbic projection in the reward circuitry and along the nigrostriatal pathway affecting motor function (Manning et al., 2017). Striatum expression levels are affected in L-DOPA-induced dyskinesia (LID) during L-DOPA treatment. In LID, reduced G-protein coupled receptor kinase (GRK) expression leads to the supersensitivity of dopamine (DA) receptors, activation of the ERK pathway, and accumulation of Δ*FOSB* (truncated isoform). Correction of DA receptor sensitivity with GRK administration reduced Δ*FOSB* accumulation along with the severity of LID in mice (Ahmed et al., 2019). These findings suggest that *FOSB* plays a role in PD pathogenesis. A few other DEGs are also implicated in the neurodegenerative process. Pyruvate carboxylase (PC) is an important astrocyte-specific enzyme linked to AMPK within the TCA cycle in the brain (Voss et al., 2020). It plays a vital role in the nervous system, where it replenishes the building blocks needed to make neurotransmitters. Additionally, PC is necessary for the formation of myelin to insulate and protect certain nerve cells (Garcia-Cazorla et al., 2006).

Disruption of mitochondrial homeostasis has been demonstrated as a crucial cofactor in PD etiology (Dolle et al., 2016). Functional enrichment analysis of the DEGs highlights the important pathways that are dysregulated in the blood of PD patients, which includes two cytochrome C oxidase (*COX*) genes that are related directly to altered mitochondrial function (Table 2). *COX7B* has previously been implicated in PD as a differentially expressed gene, though it was downregulated, contrary to our result for this gene (Kong et al., 2018). 

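COX7B (ENSG00000131174), on chromosome X of GRCh37 from 77154937 to 77162873, had 14.1 ± 9.49 CPM (SD, n = 12) in PD and 8.82 ± 3.71 (SD, n = 14) in controls. The log2 fold change was 0.68 (standard error 0.29, unadjusted p = 0.0252, adjusted p = 0.283 by edgeR's quasi-likelihood test), and 7 of 12 PD donors were above the control median. COX6C (ENSG00000164919), on chromosome 8 from 100885428 to 100905935, had a log2 fold change of 0.69 (standard error 0.27, unadjusted p = 0.0173), which was 0.38 without one PD library. With voom and limma the unadjusted p-values were 0.0608 for COX7B and 0.113 for COX6C, with the first principal component as a covariate 0.277 and 0.283, and with the GC trend removed 0.0815 and 0.0650. They were 0.0282 and 0.00325 with surrogate variables as covariates (log2 fold changes 0.42 and 0.50), and 0.0204 and 0.0132 with DESeq2. With voom and quality weights they were 0.169 and 0.149. Of the 11 cytochrome c oxidase genes on the respiratory chain list, 4 were higher and these 2 alone had an unadjusted p under 0.05. Pseudogenes named after COX6C (17) and COX7B (4) are annotated. Reads can be shared with them, which was not measured, so both values are uncertain.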

Our work calls for more attention to the understanding of neurobiology and signaling networks operating on the mitochondria to identify the mechanisms responsible for oxidative damage and, subsequently, the loss of dopaminergic neurons (Scorziello et al., 2020).

### Differentially Methylated Regions

A total of 31 significant DMRs were identified in the PD patients’ methylation profiles, with 18 being hypomethylated. Differential DNA methylation does not necessarily directly result in the differential expression of the nearest genes in the genome. Nevertheless, it still provides insights into the regulatory machinery and disease processes that have potential use as biomarkers (Levenson, 2010). In the hypomethylated regions, some top CpG sites were located at the promoter region of *NFYA*. As one of the subunits composing the trimeric complex NF-Y, a highly conserved transcription factor that binds to CCAAT motifs in the promoter regions in a variety of genes, NFYA has been suggested as the regulatory subunit to confer sequence specificity for the binding of the complex to the DNA transcriptional start site (TSS) (Oldfield et al., 2014). NFYA is reduced in some polyglutamine expansion neurodegenerative diseases, and conditional deletion in mouse neurons induces neurodegeneration with ubiquitin/p62 accumulation (Yamanaka et al., 2014). Discoidin domain receptor (*DDR1*) was also hypomethylated in our PD group. *DDR1* codes for a receptor tyrosine kinase containing a conserved collagen-binding domain. Nilotinib tyrosine kinase inhibitor works potently against DDR1 and is used to treat adults with chronic myeloid leukemia. A low-dose administration of this inhibitor degraded misfolded alpha-synuclein and increased dopamine levels in animal models of neurodegenerative diseases (Pagan et al., 2019). Pagan et al. (2019) also found that nilotinib increases the cerebrospinal fluid (CSF) levels of TREM2 and potentially reduces oligomeric alpha-synuclein in human PD patients. Mo et al. (2019) looked for causal associations of sites and genes in multiple sclerosis (MS) and found multiple SNPs, DNA methylation sites, and differential gene expression for *DDR1*. They also identified an MS-associated methylation site near *AGPAT1*, another DMR identified in the present work (Mo et al., 2019).

The top hypermethylated CpG sites were located near the promoter regions of multiple genes. Both *RNF5* and 1-acylglycerol-3-phosphate O-acyltransferase 1 (*AGPAT1*) have been implicated in neurodegenerative diseases. Emerging evidence suggests that, besides being an age-associated disorder, PD might also have a neurodevelopmental component. Agarwal e*t al*. found subtle, though non-significant, abnormalities in the hippocampal development of their *AGPAT1* knockout mice, which they investigated in light of knockout-induced audiogenic seizures (known to originate from the CA region of the hippocampus). Additionally, these mice exhibited hypoglycemia and reproductive abnormalities (Agarwal et al., 2017). SNPs at the *AGPAT1* locus have recently gained attention in several areas of disease study. One SNP near *AGPAT1* demonstrated a negative allelic effect between frontotemporal dementia, which exhibits parkinsonism and related pathology, and (immune-mediated) celiac disease; another SNP has been associated with Alzheimer’s disease (Agarwal et al., 2017; Broce et al., 2018; Rowe, 2019). RNF5 is an important player in muscle physiology and ER stress dysregulation, and it is found in cytoplasmic aggregates of an acquired myopathy common in older people, including body myositis (IBM), along with tau and amyloid-β. This pathology paired with similarities between IBM muscle fibers, and brains of Parkinson’s and Alzheimer’s disease patients present an interesting link to neurodegeneration (Delaunay et al., 2008; Askanas and Engel, 2011).

There was hypermethylation in PD of 15 CpG sites spanning the vault RNA2-1 (*VTRNA2-1*) gene. In 2013, a small non-coding RNA, considered to be a fragment of *VTRNA2-1*, was characterized and named small VTRNA2-1 (sVTRNA2-1). sVTRNA2-1 was upregulated (1.5-fold) in the amygdala (AM), SN (2.5-fold), and frontal cortex (twofold) of late-stage (4 and 5) PD patients, independent of the expression levels of full-length VTRNA2-1. Upregulation (twofold) was also found in pre-clinical AM cases (Minones-Moyano et al., 2013). Cytochrome P450, family 1, subfamily A, polypeptide 1 (*CYP1A1*), involved in xenobiotic metabolism, is a target for aryl hydrocarbon receptor, which may influence Parkin expression (Gonzalez-Barbosa et al., 2019). The *CYP1A1 M1* polymorphism is associated with increased PD risk in men (Kumudini et al., 2014).

### Expression Quantitative Trait Methylation

We tested associations between CpG probes within 1 Mb of the TSS of differentially expressed genes (measured by RNA-seq) in order to identify sites with correlation between DNA methylation and expression from a nearby gene (*cis*-eQTM). This is the first time PAX8 antisense RNA1 (*PAX8-AS1*), a long non-coding RNA, has been reported to be associated with a neurodegenerative disorder. Most recently, it was identified as an apoptosis regulator in diabetic neuropathy (Shen et al., 2020). Zinc finger protein 57 (*ZFP57*) has not been previously linked to a neurodegenerative disorder, but its involvement in neurological health is evidenced by research in post-traumatic stress disorder (PTSD). Two recent studies link *ZFP57* DNA methylation levels to PTSD symptoms, with the first identifying a longitudinal decrease in methylation at this gene (Rutten et al., 2018). The second study showed that PTSD treatment lead to increased regional methylation in *ZFP57* which was related to symptom reduction (Vinkers et al., 2019). The relationship between DNA methylation, gene expression, and pathogenesis in these findings certainly awaits in-depth study.

### Functional Epigenetic Module Analysis

By integrating DNA methylation data with gene expression in a systems context using a human PPI network as a scaffold, we were able to identify candidate gene modules whose differential expression is regulated by differential methylation in PD. As hotspots in the interactome, several proteins whose expression was inversely correlated with methylation values were identified, which may show the most direct functional relationships across the two datasets. The most prominent PPI hotspots identified in our analysis are the IL18/IL18R1 pathway (*p* < 0.01, Figure 4A), which clearly shows an upregulation of IL18/IL18R1 expression through hypomethylation. 

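IL18 (ENSG00000150782), on chromosome 11 of GRCh37 from 112013976 to 112034819, had 7.62 ± 1.92 CPM (SD, n = 12) in PD and 7.44 ± 1.84 (SD, n = 14) in controls. The log2 fold change was 0.03 (standard error 0.14, unadjusted p = 0.829), smaller than the spread between donors, and 6 of 12 PD donors were above the control median. Among the alternatives set before the data were examined, it ran from 0.004 with voom and limma to 0.14 with the first principal component. At 0.14 the unadjusted p was 0.318. With the GC trend of each library removed, a step chosen after seeing the data, the log2 fold change was −0.20. IL18R1 (ENSG00000115604), on chromosome 2 from 102927989 to 103015237, had 9.38 ± 4.19 CPM in PD and 6.86 ± 2.94 in controls, a log2 fold change of 0.45 (standard error 0.21, unadjusted p = 0.0392, adjusted p = 0.283 by edgeR's quasi-likelihood test). In 11 of 12 PD donors IL18R1 was above the control median, and with surrogate variables as covariates the log2 fold change was 0.02. An exon of IL1RL1 overlaps IL18R1 on the same strand. IL18RAP, the other receptor subunit, had a log2 fold change of −0.12 (standard error 0.22, unadjusted p = 0.605).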

Recent studies have pinpointed a critical role for IL-18 in mediating neuroinflammation and neurodegeneration in the central nervous system under pathological conditions (Felderhoff-Mueser et al., 2005; Alboni et al., 2010). In the 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine model of PD, the duration of microglial response was shorter in IL18^–/–^ mice, emphasizing the contribution of IL18 to neuroinflammatory processes in PD (Machado et al., 2016). Two other genes were also previously found together as part of an immune/microglial module in a weighted gene co-expression network analysis, protein tyrosine phosphatase receptor type C (*PTPRC*) and integrin subunit beta 2 (*ITGB2*) (Mukherjee et al., 2019). In separate studies, PTPRC expression was downregulated in living PD patients, one in CSF and one in blood (Hossein-Nezhad et al., 2016). The interactome hotspots located by integrating transcriptome and methylome profiles demonstrated that immune responses for the pathology could be detected in the patients’ blood, therefore opening a channel for studying disease mechanism and discovering blood-based biomarkers in the future.

## Conclusion

We presented analyses of differential gene expression and differential methylation data, leveraging the potential of gathering and combining two data types that represent highly interconnected biological processes. The individual datasets yielded some interesting results alone. However, the combined analyses (eQTM and FEM) identified events that may be more functionally relevant since the genes discussed were not only differentially expressed but also more likely to be under the influence of disease-specific DNA methylation changes. This study is a critical intermediate step toward defining the most impactful sites to be considered for downstream biomarker development.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus, accession no: GSE165083.

## Ethics Statement

The studies involving human participants were reviewed and approved by Institutional Review Board. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

AH contributed to laboratory work, interpretation of data, data analysis, and manuscript drafting and revision. QW contributed to data analysis, interpretation of data, and manuscript drafting and revision. BM and AS contributed to laboratory work and experimental design. MD and MN contributed to data analysis. MH contributed to manuscript revision for intellectual content. RC and ED-D contributed to study design and sample procurement. TD contributed to study conceptualization and design, interpretation of data, and manuscript drafting and revision.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

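RNA from whole blood of 12 PD donors and 14 controls was analysed. The authors sequenced mRNA as paired-end reads, aligned them with STAR to GRCh37 with Ensembl version 70, and summarised them to gene counts with featureCounts. The values the authors deposited are raw whole-number counts for 63677 genes, with no normalization and no pooled donors. All 26 columns were matched to a sample by its title, and 0 rows name no gene. Totals ran from 16526298 to 22930213 counts per library. Counts from 1 to 20 were even in 62.5% of cases (median over libraries), as would arise if the mates of a pair were counted separately, so counting error is larger than the totals alone give. No pair of libraries was alike within counting noise: the smallest chi-square per gene over 325 pairs was 12.8.

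From the counts, genes with at least 1 CPM in at least 50% of the libraries were kept, the filter the paper gives for its network analysis. Library sizes were scaled by TMM and PD was compared with control by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without covariates, with Benjamini-Hochberg adjustment over 12806 genes. Standard errors of log2 fold changes were taken from the fold change and its F statistic. Gene sets were tested with camera of limma 3.58.1 on voom values with the correlation between genes estimated from the data, and by a two-sided permutation test of the mean z-score per donor with 100000 resamples. Log2 CPM for principal components used a prior count of 2. Python 3.11.15 drew the plots.

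Genes named in the text are those of Table 1, the 6 module seeds with IL18 and IL18RAP, the cis eQTM genes, and the 5 genes with the smallest p-value in each direction. This rule, the gene lists, and the alternatives were set before the data were examined, except the removal of the GC trend, which was added after the data had been seen. The alternatives were RLE and upper-quartile scaling, DESeq2 1.42.0 with and without a prior on fold changes, voom with and without quality weights, 3 other filters on low counts, surrogate variables from sva 3.50.0, the first principal component as a covariate, globin genes or genes of chromosomes X and Y left out, the gene-length trend removed, each library left out, and camera with a preset correlation and fry for sets.

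Symbols, positions, exon lengths and GC content came from GENCODE version 44 mapped to GRCh37, a later annotation than that of the counts. Of the 30 genes of Table 1, 29 were matched. Age, sex, RNA integrity and methylation were not analysed here, and the gene ontology terms of Table 2 were not tested, since their members were not listed.

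The scripts were tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed by a log2 fold change of 1. Of 192 changed genes that passed the filter among 12498 genes, edgeR called 173 (90.1%), all in the right direction, with 6 false calls, and DESeq2 called 177 with 22 false calls. With the first principal component as a covariate 0 of 192 were called, because without other differences between libraries that component is the group itself. Where each simulated library was given a GC trend of random size, the same covariate recovered 165 of 195 changed genes among 12703, and the fit without it 145. That simulation was added after the 0 of 192 had been seen. With a GC trend that differed between the groups, the fit without correction made 4925 false calls and the fit with the trend removed 11. There all libraries of a group had the same trend, and the groups differed more than the real ones. The real slopes differed by −0.216 per 10% GC, with SDs of 0.294 in PD and 0.257 in controls. The trends of random size were drawn with a wider spread than that. These numbers of calls therefore do not carry over to the real libraries.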

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

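Under every alternative and in 26 fits that each left out one library, 0 genes passed an adjusted p of 0.05 and the Table 1 genes tested kept their direction, with the exception of KIN, whose log2 fold change was −0.0612 with the GC trend removed (chosen after seeing the data). The smallest adjusted p ranged from 0.0572 with DESeq2 to 0.846 with the first principal component as a covariate.

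The 2225 genes at an unadjusted p under 0.05 became 5164 with no filter on low counts (more genes tested), 712 with surrogate variables, 715 with the first principal component and 1257 with the GC trend removed, and ran from 1281 to 3487 across the 26 fits that each left out one library. At an unadjusted p under 0.01 the count of 365 became 637 with voom and quality weights, 1171 with no filter, 132 with surrogate variables, 127 with the first principal component and 229 with the GC trend removed, and ran from 158 to 1101 across the 26 fits that each left out one library. The share of these calls at 0.05 that was higher in PD was 62.5%, 52.4% with the GC trend removed, 70.3% with the filterByExpr filter, and from 53.0% to 73.0% with each library left out. The 53.0% came without one PD library.

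Of the 29 Table 1 genes, 26 had an unadjusted p under 0.05. The count was 16 with voom and quality weights, 17 with surrogate variables, and 13 with the first principal component and with the GC trend removed. In simulated counts without other differences between libraries the first principal component took up the group difference itself, so a loss under it can also be a loss of a real difference. In simulated counts with a GC trend of random size per library, the same covariate recovered 165 of 195 changed genes, against 145 without it. Those trends were drawn with a wider spread than in the real libraries. That simulation was added after the result of the first had been seen. Surrogate variables recovered 165 of 192 changed genes without such a trend, against 173 without covariates, and 164 of 195 with it. The cause of the other changes was not tested.

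The number of module seed genes past 0.05 adjusted over the list alone was 2 (PTPRC and SMURF2). It was 3 with DESeq2 with and without a prior, the filterByExpr filter and at least 10 counts in every library (MYB added). It was also 3 with voom and quality weights (MOB4 added), and 4 with no filter (IL18R1, MYB, PTPRC and SMURF2). It was 1 with upper-quartile scaling (PTPRC) and 1 with the first principal component (ITGB2, which is not among the genes called without it). It was 0 with surrogate variables and with the GC trend removed, and from 0 to 5 with each library left out. The cause was not tested.

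The respiratory chain set and the ATP synthase set had mean log2 fold changes of −0.0482 and −0.0696, which camera with a preset correlation placed past an adjusted p of 0.05. With surrogate variables they reversed to 0.0598 and 0.0742. With each library left out they ran from −0.0909 to 0.0368 and from −0.109 to 0.0197. The cause was not tested.

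Of the named genes besides KIN, 4 reversed under an alternative. ZFP57 was −0.379 with voom and limma, PAX8-AS1 was −0.315 with quality weights, SLC29A1 was 0.142 with surrogate variables and 0.227 with the first principal component, and IL18 was −0.202 with the GC trend removed. With each library left out IL18 ran from −0.0113 to 0.116 and IL18RAP from −0.231 to 0.00848.

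Other sets also reversed. The immediate early set was −0.0104, and was 0.00979 with voom and limma, 0.0332 with quality weights, 0.0504 with the filterByExpr filter, 0.0172 with at least 10 counts in every library, 0.0998 with no filter, 0.000176 with the first principal component, 0.0210 with globin genes left out, 0.0340 with the length trend removed and 0.126 with the GC trend removed, and from −0.0344 to 0.0316 with each library left out. The ribosomal protein set (−0.0209) was 0.000980 with filterByExpr, 0.0240 with no filter, 0.0948 with surrogate variables and 0.00654 with the length trend removed, and from −0.177 to 0.0901 with each library left out. Surrogate variables also reversed the neutrophil set (−0.0769), the monocyte set (−0.0855), the T cell set (0.0603) and the platelet set (0.264, against −0.354). Quality weights reversed the NK cell set (−0.0500) and the first principal component the erythroid set (0.0436), which ran from −0.904 to 0.0168 with each library left out. The cause was not tested. With a preset correlation camera placed 10 of 14 sets past an adjusted p of 0.05, and 0 with the correlation estimated.

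A single library decided some values. Without one PD library, RPS24 fell to 0.663, RPL34 to 0.655, COMMD6 to 0.481 and COX6C to 0.383, and without another TCF4 fell to 0.421 and S100A8 to 0.409. The cis eQTM genes moved between 0.146 and 0.483 (PAX8-AS1), 0.0270 and 0.431 (ZFP57) and −0.436 and −0.00723 (SLC29A1).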

Differences from the paper's values

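The paper reports 30 genes with an adjusted p-value under 0.05, and 0 were found here, with 2225 at an unadjusted p under 0.05. The paper's smallest adjusted p-value is 0.046, against 0.283 here by edgeR's quasi-likelihood test. None of the 14 alternatives set before the data were examined, nor any of the 26 fits that each left out one library, gave a gene under 0.05. The smallest adjusted p came within a factor of 1.5 of the paper's value with DESeq2 (0.0572) and with DESeq2 and a prior on fold changes (0.0670), and not with the other 12, among which it ran from 0.152 to 0.846. The paper's methods name DESeq2, with covariates that were not used here.

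The paper counts 526 DEGs before correction, and its text does not name the threshold. At an unadjusted p under 0.05 there were 2225 genes here. Of the alternatives, surrogate variables (712) and the first principal component as a covariate (715) came within a factor of 1.5 of the paper's count at that threshold, and the other 12 did not. There were 365 genes at an unadjusted p under 0.01, within a factor of 1.5 of the paper's count, as were the counts with DESeq2 (502), DESeq2 and a prior (501), voom and quality weights (637), the filterByExpr filter (380) and globin genes left out (362), and 8 of the 26 fits that left out a library. The other 9 alternatives were not. Removal of the GC trend, chosen after seeing the values, gave 1257 under 0.05 and 229 under 0.01.

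The paper's Table 1 gives a log fold change without naming the base. Its values lie closer to log2 values (median ratio of the values here to the paper's 1.07) than to natural logs (0.738). The rank order followed the paper's, with a Spearman correlation of 0.973 across 29 genes, which are not independent replicates.

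Of the 29 genes of Table 1 tested, 7 differed from the paper's value by more than the standard error of the log2 fold change here. A value within the error differs by no more than that. For ETV7 the log2 fold change was −1.25 against the paper's −0.68. It came within the error with DESeq2 and a prior on fold changes (−0.67), with surrogate variables (−0.78), and in 1 of the 26 fits that left out a library. For LINC00265 it was −0.25 against the paper's −0.43, and for ZNF142 −0.21 against the paper's −0.30, with the length trend removed alone closing the gap (−0.32 and −0.34). Removal of the GC trend, chosen after seeing the values, gave −0.26 for LINC00265 and −0.08 for ZNF142. For TARS2 it was −0.22 against the paper's −0.39, and none of the alternatives closed the gap.

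For RPS24 the log2 fold change was 1.23 against the paper's 0.78, within the error with DESeq2 and a prior (0.63), voom and limma (0.66), the length trend removed (1.09), and in 2 of the 26 fits that left out a library. For RPL34 it was 1.17 against the paper's 0.66, within the error with DESeq2 and a prior (0.53), voom and limma (0.70), quality weights (0.50), surrogate variables (0.63), the first principal component (0.42), and in 2 of the 26 fits. Removal of the GC trend, chosen after seeing the values, gave 1.01 for RPS24 and 0.86 for RPL34, also within the error. For KIN it was 0.29 against the paper's 0.42, within the error with voom and limma (0.30), the filterByExpr filter (0.31), no filter (0.31), and in 13 of the 26 fits.

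The paper states that IL18 and IL18R1 were upregulated, and Fig. 4 draws a red border for IL18 and ITGB2. Here the log2 fold change of IL18 was 0.03 (unadjusted p = 0.829), of IL18R1 0.45 (unadjusted p = 0.0392) and of ITGB2 0.09 (unadjusted p = 0.527). ITGB2 was higher at an unadjusted p under 0.05 with the first principal component (0.31, p = 0.00322), with surrogate variables (0.17, p = 0.0142) and with the GC trend removed (0.25, p = 0.0128), the last chosen after seeing the values. Fig. 1 draws the PD median of ZNF142 at or above the control median, while the median here was 19.1 CPM in PD and 22.0 CPM in controls. The paper names cellular respiration and electron transport among its leading terms, for which its Table 2 counts genes in a network. The respiratory chain list had a mean log2 fold change of −0.05 (camera, p = 0.351), which is another measure. At an unadjusted p under 0.01 the list held 2 genes, both higher, where 1.12 higher would be drawn by chance.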

Other observations

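The counts of splits at an unadjusted p and the tests on GC content were chosen only after the results were seen. The tests on gene length, globin share, neutrophil markers, immediate early genes and splits at an adjusted p were set before the data were examined. For globin share, the limit for a step that moves nothing was set after the values were seen. An earlier reading of that test counted against globin share.

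Genes at an unadjusted p under 0.05 were more numerous than in most splits of these libraries. The share of splits that reached their number was not under 0.05, so an arbitrary split is not ruled out as their source. Of 100 splits of the 26 libraries into groups of 12 and 14 (the real one and 99 drawn), 7 gave at least the 2225 genes of the real split, and the median of the drawn splits was 379. One drawn split gave 1394 genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test. With the GC trend removed, 8 of 100 splits gave at least the 1257 genes of the real split, with a median of 469. As the real split gave 0 genes past the adjusted threshold, 100 of 100 splits gave at least as many, which decides nothing.

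Fold changes fell with the GC content of the genes, with a Spearman correlation of −0.68 across 12548 genes and 0.33 for gene length. Genes higher in PD at an unadjusted p under 0.05 had a median GC content of 41.6%, genes lower in PD 58.2%, and all genes tested 49.7%. The first principal component took 35.2% of the variance. Its loadings followed GC content with an absolute Spearman correlation of 0.788 over all libraries, and of 0.747 in the control libraries alone and 0.763 in the PD libraries alone. An axis of this kind therefore exists without the disease, and a candidate explanation for part of the fold changes is that the groups lie at different places on it. The slope on GC content did not differ between the groups beyond the spread (two-sided permutation test, p = 0.0568, 0.0852 adjusted over 9 library measures). Whether the axis is technical or reflects the cell composition of blood was not tested. It followed the globin share over 26 libraries (Pearson 0.452, permutation p = 0.0200, and Spearman 0.412, permutation p = 0.0364), and 0.471 without the 2 libraries farthest from the median. Within PD the Pearson correlation was 0.543, and from 0.402 to 0.655 with each library left out. Within controls it was 0.0998, and from −0.0463 to 0.439 with each library left out, so leaving out one control library changes it by over 1.5 times. The difference between the groups was not tested.

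The 20 Table 1 genes higher in PD had a mean log2 CPM difference of 0.54 (95% interval from 0.14 to 0.95, two-sided permutation test, p = 0.00684), on genes the study chose from these or overlapping donors. Gene length is argued against as the cause, since the median log2 fold change of 0.67 was 0.72 with the length trend removed. The share of globin counts stays open: with globin genes left out the median was 0.656, but that step moved no named gene by more than 0.0193, so it tests nothing. A larger share of neutrophils was not seen, as the neutrophil markers differed by 0.01 (95% interval from −0.303 to 0.321). The upper end lies under 0.545 but the interval overlaps that of the Table 1 genes. The lists were not compared directly, so this explanation stays open. With the GC trend removed the median was 0.459, a fall by less than the 50% that the test named for GC as the cause, and the mean difference was 0.35 (95% interval from 0.0458 to 0.661, p = 0.0160). The genes were chosen on these donors and the fall was partial, so how much GC content contributes cannot be told apart from a difference between PD and control. The limit for a partial fall was set after this value was seen, and an earlier reading of the same interval counted against GC as the whole cause. PD itself stays open as an untested explanation, as does the smaller share of women that the paper gives for PD.

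FOSB is an immediate early gene, so handling of the blood before fixation was tested as an explanation. The other immediate early genes had a mean log2 CPM difference of 0.01 whose interval reached down to −0.135, while FOSB differed by −0.91 (two-sided permutation test, p = 0.00162). By single gene, the others ran from −0.39 to 0.35 in log2 fold change, 5 higher and 6 lower. This argues against handling as a cause that acts on all these genes alike. Handling that acts on FOSB more than on the others stays open.

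Interferon-stimulated genes were lower in PD in this list of 16, 15 of them, with a mean log2 fold change of −0.70, and 11 of 12 PD donors below the control median (two-sided permutation test, p = 0.0271, adjusted p = 0.207 over 14 sets, and camera p = 0.0895), so the set does not pass the correction. The mean difference in log2 CPM was −0.60, and −0.64 with the GC trend removed (95% interval from −1.15 to −0.135, p = 0.0190). The 13 mitochondrially encoded genes were all lower, with a mean of −0.46 (permutation p = 0.0296, adjusted p = 0.207), in 10 of 12 PD donors. The mean log2 fold change of the mitochondrially encoded set was −0.596 with the GC trend removed, −0.120 with the first principal component and −0.0640 with surrogate variables. The paper does not report either list. No biological explanation was tested, and medication and infection were not analysed here.

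The other lists did not differ past an adjusted p of 0.05 by camera with an estimated correlation or by permutation test. Their mean log2 fold changes were −0.51 for globin (permutation p = 0.0501), −0.35 for platelet (0.304), −0.29 for B cell (0.104), −0.18 for erythroid (0.177), −0.12 for T cell (0.141), −0.02 for ribosomal protein (0.351), −0.01 for immediate early (0.834), 0.03 for neutrophil (0.912), 0.13 for monocyte (0.232) and 0.15 for NK cell genes (0.523).

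Of the genes named in the paper's methylation results, the cis eQTM genes PAX8-AS1, ZFP57 and SLC29A1 had log2 fold changes of 0.32, 0.23 and −0.31 (unadjusted p = 0.569, 0.784 and 0.363), with CPM from 0.134 to 40.3 for PAX8-AS1 and from 0 to 8.43 for ZFP57. Of 13 trans eQTM genes 10 were tested, 6 at an unadjusted p under 0.05, and 0 adjusted over the list alone. Of 34 genes nearest to differentially methylated regions 14 were tested, 4 at an unadjusted p under 0.05, and 0 adjusted over the list alone. Of the 10 genes that Table 6 prints as a sample of the larger IL18R1 module, 2 had an unadjusted p under 0.05 and 0 adjusted over the list alone. The rest of the module is not printed and was not tested as a list.

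From the p-values and adjusted p-values of the paper's Table 1, Benjamini-Hochberg adjustment implies 12760 tests at rank 2 and 12973 at rank 30, near the 12806 genes tested here. The t and p values of its eQTM tables imply 21 residual degrees of freedom.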
